A study of Homo sapiens with 12 samples.

How the data were processed

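TT-seq libraries of nascent RNA from U2OS and U2OS-AsiSI cells, transfected with siCtrl or siINTS11, were analysed as 4 groups of 3 replicates, grouped and numbered by the sample titles. Per the labels' protocols, RNA was mixed with 4-thiouracil-labelled yeast RNA, fragmented with alkali, biotinylated, captured on streptavidin beads and made into directional libraries. The deposited tables hold raw read counts per gene, whole numbers whose sums differ between libraries, under gene symbols with chromosome, start, end, strand and length, in the column layout of featureCounts per the file headers. Each table carries 2 count columns, 1 from each line, matched to samples by the names in the labels, and 0 columns were left without a sample. Counts cover 60583 genes over the whole gene span, introns included, because the length given equals the span. The aligner, the counter, its strand setting, the genome build and the handling of duplicate reads are not stated. Of 55454 symbols also in GENCODE release 29 (GRCh38), 41602 (75.0%) had the same chromosome, start and end, so coordinates are taken as GRCh38 as the tables give them. Gene types were matched for 56466 genes (93.2%). Genes overlapping on a strand can share or lose reads, and 17853 genes do. Whether antisense reads were kept apart is not known.

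The counts show a ceiling near 1 read per position, as the report describes, and reads were not used here to find out how it arose. It compresses changes in genes dense in reads. Yeast genes numbered 0 among the tested features, so spike-in scaling was not run, and a change in total nascent RNA was not analysed here. The reference genome sequence was not used here, and AsiSI sites were searched for only in annotated transcripts (GCGATCGC, 231 genes).

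Depth ran from 20704611 to 38065726 counts per library. Sampling error at that depth is under the replicate spread in all 4 groups, by a chi-square test of counts between replicates. Reads without molecular identifiers are not independent molecules, so SEs cover the spread seen between libraries and nothing else.

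Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr on the groups compared, TMM scaling, estimateDisp, glmQLFit with robust estimation, and glmQLFTest, two-sided, on the 6 libraries compared. SEs are the absolute log2 fold change over the square root of the F statistic. P-values were adjusted by Benjamini-Hochberg over the genes tested, at a threshold of 0.05. Differences between the lines were the interaction of siRNA and line over all 12 libraries. Lists were tested with camera of limma 3.58.1 (preset correlation 0.01) on log2 CPM with a prior count of 2, adjusted over 10 lists, beside fry and camera with estimated correlation. Lists comprised Integrator subunits, spliceosomal and U7 snRNAs, replication-dependent histones, immediate early genes, p53 targets, interferon-stimulated genes, double-strand break repair genes, mitochondrially encoded genes, and the longest and shortest protein-coding genes (outer quartiles of span). Of the listed symbols all were found except 1 snRNA. Single values were compared by exact permutation of 3 against 3 libraries, whose smallest p is 0.1. Figures were drawn with matplotlib 3.10.9.

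The tests were checked on simulated data: counts drawn for the real genes with 200 genes changed by known factors. A further gene list was shifted together by a smaller factor. In the U2OS-AsiSI design (20458 genes) 94.6% of the genes changed 2-fold or more were recovered. Of all calls, those in the shifted list included, 4% were of unchanged genes. In the U2OS design (20589 genes) the figures were 96.7% and 4.1%, and for the difference between lines (21005 genes) 82.1% and 7.6%. In simulated data the false share of that last test was thus above 5%. The false share among the real calls was not measured in any comparison. The simulation changed few genes, up or down at equal odds, while 13893 genes passed in U2OS-AsiSI and 13846 in U2OS. The simulated counts also had no ceiling. Of unchanged genes, 4.9%, 4.8% and 5% had an unadjusted p under 0.05.

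The comparison in U2OS-AsiSI, its tests, lists and alternatives were fixed before the data were examined. The comparison in U2OS, the difference between the lines and the siCtrl comparison were added once the tables were seen to hold U2OS libraries, under the same tests. Genes named in the text are INTS11, the 5 largest changes each way in U2OS-AsiSI among genes past the threshold with a mean count of at least 100 in the higher group and no overlap between the siRNAs' libraries, and up to 3 members per list with the smallest adjusted p. Alternatives were median-of-ratios size factors, library totals alone, no count filter, a mean count of at least 50, the replicate number as a block, DESeq2 1.42.0, each library left out in turn, other list tests and all gene types. Chosen after seeing the data were genes under 0.1 reads per base on average and all libraries thinned to the smallest total.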

Results

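Nascent RNA was measured by TT-seq, in which cells take up 4-thiouridine for a short time and the newly made, labelled RNA is fragmented, captured and sequenced. The 12 libraries fell into 4 groups of 3 replicates. U2OS, a human osteosarcoma line, and U2OS-AsiSI, the same line carrying the restriction nuclease AsiSI fused to an oestrogen-receptor domain (AsiSI-ER), were each transfected with a control siRNA (siCtrl) or an siRNA against INTS11 (siINTS11) and sampled at 48 hours. The U2OS-AsiSI cells had 4-hydroxytamoxifen (OHT) for 1 hour, which sends the nuclease into the nucleus. INTS11 encodes the endonuclease subunit of Integrator, a complex that cuts nascent RNA. The study asked how Integrator bears on RNA polymerase II processivity. Total counts of replicates 1 to 3 were 29597323, 38065726 and 31525340 in U2OS siCtrl and 31743963, 29397678 and 30743023 in U2OS siINTS11. In U2OS-AsiSI they were 31374623, 32981069 and 28299433 under siCtrl and 26579035, 20704611 and 26175227 under siINTS11. Between 28374 and 29834 genes had at least 1 read per library. Replicates of a group differed by more than sampling noise in each of the 4 groups, with a chi-square per degree of freedom between 1.93 and 3.28, so all 12 libraries were counted as separate samples. The first principal component carried 70.1% of the variance and parted the siRNAs, and the second carried 9.6% and parted the lines.

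The targeted gene was examined first. INTS11 (ENSG00000127054, GRCh38 chromosome 1, 1311585 to 1324691, minus strand, overlapping another gene on its strand) had 284, 351 and 269 reads in the siCtrl libraries of U2OS-AsiSI and 258, 212 and 277 in those labelled siINTS11. Its level was 10.1 ± 0.735 CPM (counts relative to library size, scaled by trimmed mean of M-values, TMM; SD, n = 3) against 9.27 ± 0.241. The log2 fold change was -0.13 (SE 0.08, edgeR adjusted p 0.172), which did not pass the threshold, although the 3 scaled values under siINTS11 (9.01, 9.33 and 9.48) lay below the 3 under siCtrl (9.63, 9.82 and 10.99). In U2OS the counts were 277, 314 and 286 under siCtrl and 260, 216 and 225 under siINTS11, and the levels 9.68 ± 0.699 and 7.36 ± 0.426 CPM. That log2 fold change was -0.42 (SE 0.09, edgeR adjusted p 6.08e-05). The difference between the lines was 0.25 (SE 0.12, edgeR adjusted p 0.235), so the lines were not shown to differ. Scaling by library totals alone turned the U2OS-AsiSI value to 0.06 (adjusted p 0.554). These counts cover new RNA over the whole gene span, introns included, and neither the mature INTS11 mRNA nor its protein was measured here. Because the fall in U2OS-AsiSI did not pass the threshold and changed sign with the scaling, siINTS11 below means the libraries labelled siINTS11.

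**Figure D1:**
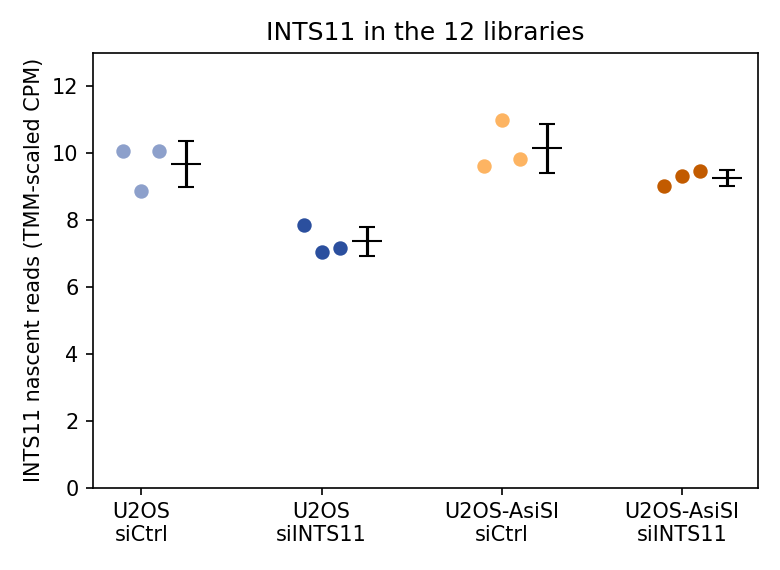
INTS11 nascent reads in TMM-scaled CPM (y axis) in each of the 12 libraries (points), with the mean and SD of 3 replicates beside them (bars). Means were 9.68 and 7.36 in U2OS and 10.1 and 9.27 in U2OS-AsiSI.

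The first comparison asked which genes changed in nascent reads after siINTS11 in U2OS-AsiSI. Of 20441 genes tested, 13893 (68%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 7236 higher and 6657 lower. The median absolute log2 change among them was 0.51, and 2656 changed at least 2-fold, 1989 higher and 667 lower. The split of directions depended on the scaling. With library totals alone, without a composition factor, 10538 genes were higher and 4033 lower (72.3% higher against 52.1%), because the median of all genes moved from 0.03 to 0.22. Fold changes below are therefore relative to a typical gene, and a shift of all genes together was not measured. The filter moved the number of 2-fold changes most: it was 1168 when only genes with a mean count of at least 50 were tested. In 38 genes, 1 of the groups had no library above 3 counts, so their fitted fold changes are no bounds, and with those genes set to their bounds the number of 2-fold changes stayed 2656.

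Among genes averaging at least 100 reads in the higher group, with the 3 libraries of each siRNA apart, the largest rises were in CES1P2, SH2D2A, LAPTM5, KRT79 and KISS1. CES1P2 (chromosome 16, 55728115 to 55750111, plus strand), an annotated pseudogene that can share reads with its parent gene, went from 0.707 ± 0.207 to 23.9 ± 0.854 CPM, a log2 fold change of 5.09 (SE 0.12, edgeR adjusted p 1.35e-24). SH2D2A (chromosome 1, 156806243 to 156816862, minus strand) rose from 0.41 ± 0.0991 to 7.42 ± 0.334 CPM, by 4.19 (SE 0.17). LAPTM5 and KRT79 rose by 4.18 (SE 0.17) and 4.08 (SE 0.19), and KISS1 (chromosome 1, 204190341 to 204196491, minus strand) by 3.67 (SE 0.14). LAPTM5 overlaps another gene on its strand. All 5 started from 8 to 37 reads per siCtrl library. The largest falls were in AC012178.1, TOX3, LINC01170, NYAP2 and AC096639.1. TOX3 (chromosome 16, 52436417 to 52547802, minus strand, 111386 bp) went from 49.6 ± 3.75 to 6.56 ± 0.626 CPM, a log2 fold change of -2.91 (SE 0.07, edgeR adjusted p 3.6e-24). NYAP2 (chromosome 2, 225399710 to 225654018, plus strand, 254309 bp) went from 42.8 ± 3.7 to 6.03 ± 0.601 CPM, a change of -2.83 (SE 0.08, edgeR adjusted p 2.32e-23). AC012178.1, LINC01170 and AC096639.1 changed by -2.92 (SE 0.15), -2.85 (SE 0.12) and -2.75 (SE 0.18). AC012178.1, TOX3 and LINC01170 overlap another gene on their strand. All 10 genes moved the same way in U2OS, with log2 fold changes of 6.08, 4.35, 4.01, 3.64 and 3.16 for the genes that rose and -2.56, -3.03, -2.85, -2.86 and -2.69 for those that fell, in the order given above. None of the 10 passed the threshold for a difference between the lines (edgeR adjusted p from 0.14 to 0.987).

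Gene lists fixed before the data were examined were tested with camera, with Benjamini-Hochberg adjustment over 10 lists. In U2OS-AsiSI the 6 spliceosomal and U7 snRNAs tested had a median log2 fold change of 0.85 (adjusted p 0.00496), all 6 higher. RNU5D-1 (chromosome 1, 44731055 to 44731170, minus strand) rose from 0.308 ± 0.082 to 2.3 ± 0.353 CPM, by 2.89 (SE 0.24, edgeR adjusted p 6.8e-12). RNU1-1 (chromosome 1, 16514122 to 16514285, minus strand) rose by 1.78 (SE 0.27) and RNU4-2 (chromosome 12, 120291763 to 120291903, minus strand) by 0.85 (SE 0.14). These genes have near-identical copies, and their counts are uncertain for that reason. Replication-dependent histones had a median of 0.37 (adjusted p 3.84e-05), 39 of 40 higher, and H2BC4 rose by 1.30 (SE 0.06). Immediate early genes had a median of 0.33 (adjusted p 0.00127), 22 of 24 higher, and FOS rose by 0.89 (SE 0.08). Interferon-stimulated genes had a median of 0.21 (adjusted p 0.0383), 15 of 17 higher, a call lost with library totals alone (adjusted p 0.0582) and in 2 of the fits that left out a library. Double-strand break repair genes had a median of -0.21 (adjusted p 0.000175), with 4 of 33 higher, and BARD1 changed by -0.60 (SE 0.04). The list tests were not matched on gene span or expression, here or in U2OS. Protein-coding genes in the decile of median span 94.5 kb also stood at -0.21, and BARD1 spans 84038 bp. The shortest decile stood at 0.22. The list shifts were therefore not told apart from effects of span or expression. Integrator subunits other than INTS11 (median -0.03, adjusted p 0.953) and p53 target genes (0.02, adjusted p 0.953) showed no shift as lists, although 10 of 14 and 17 of 23 members passed the threshold singly. The mitochondrially encoded genes stood at 0.16 (adjusted p 0.0704), and 3 of the fits that left out a library called them (adjusted p from 0.014 to 0.0319).

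Adjusted over the list alone, the numbers of members past the threshold were 6 of 6 snRNAs, 32 of 40 histones, 19 of 24 immediate early genes, 7 of 17 interferon-stimulated genes, 26 of 33 repair genes, 10 of 14 Integrator subunits and 17 of 23 p53 targets, the same numbers as over all genes. For the 27 mitochondrially encoded genes it was 0, against 4 over all genes. Under fry each of the list calls in U2OS-AsiSI held, while with a correlation estimated from the data none did (adjusted p from 0.483 to 0.55).

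**Figure D2:**
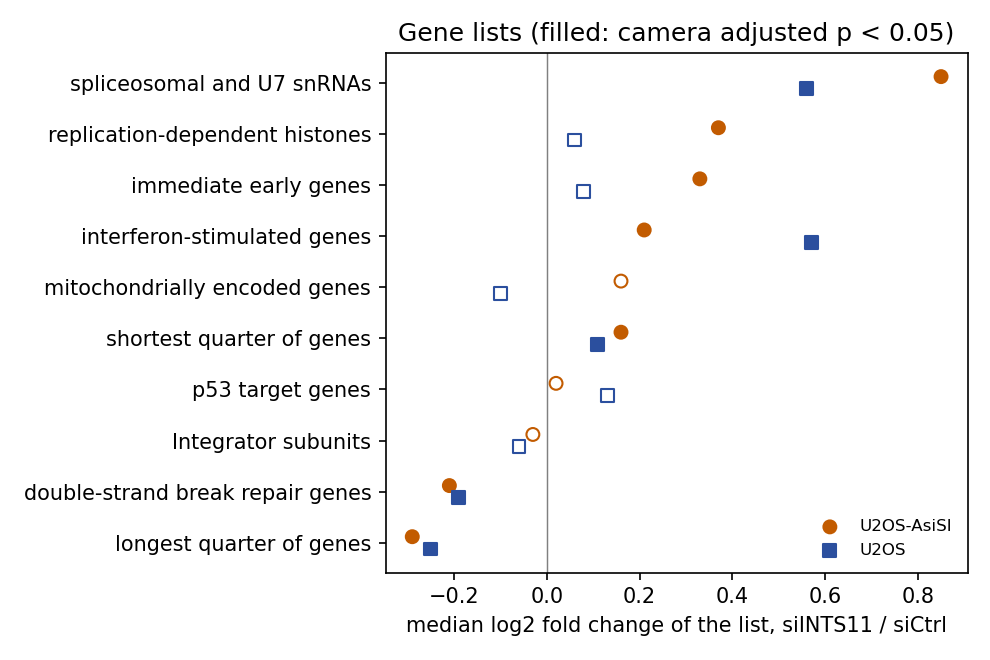
Median log2 fold change of each gene list, siINTS11 over siCtrl (x axis), in U2OS-AsiSI (circles) and U2OS (squares), with filled symbols where camera's adjusted p was under 0.05. The snRNAs stood at 0.85 and 0.56 and the longest genes at -0.29 and -0.25. With library totals alone the repair genes of U2OS turned to 0.01 and the Integrator subunits to 0.16 in U2OS-AsiSI and 0.14 in U2OS.

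The comparison by gene length bears on processivity over long genes. Across 13948 protein-coding genes in U2OS-AsiSI, Spearman's rho between genomic span and log2 fold change was -0.37, where genes are not independent replicates, with an SD of 0.034 between libraries. The median fell from 0.22 in the shortest decile (median span 4.11 kb) to -0.33 in the longest (324 kb), where 65.2% of genes were lower and 17.8% higher. The longest-quarter genes (from 94.5 kb) had a median of -0.29 (camera adjusted p 6.37e-15) and the shortest-quarter genes (up to 15.6 kb) 0.16 (adjusted p 0.000124). Adjusted over the list alone, 2889 of the 3487 longest and 1948 of the 3487 shortest genes passed, against 2865 and 2006 over all genes. The mean log2 CPM of the longest genes minus that of the shortest was 2.74 ± 0.077 (SD, n = 3) in siCtrl and 2.3 ± 0.067 in siINTS11. The difference of -0.44 had an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allow. Across the alternatives rho lay between -0.43 (mean count of at least 50) and -0.31 (all gene types).

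**Figure D3:**
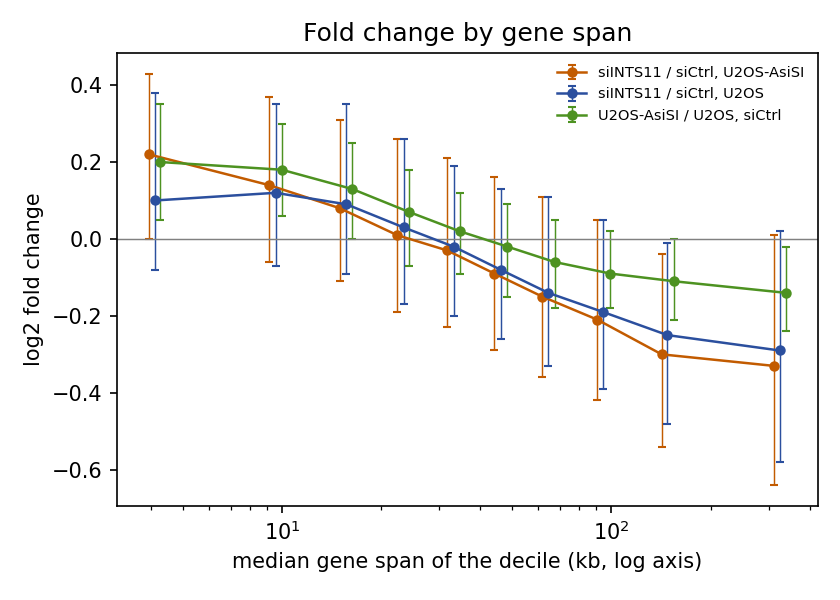
Median log2 fold change (y axis) of protein-coding genes in 10 groups by genomic span (x axis, kb, log scale), with bars from the 25th to the 75th percentile of genes. Medians fell from 0.22 to -0.33 for siINTS11 in U2OS-AsiSI, from 0.10 to -0.29 in U2OS, and from 0.20 to -0.14 for U2OS-AsiSI over U2OS under siCtrl.

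Mitochondrially encoded genes, which another polymerase transcribes, were to serve as a reference. Their share of counts was 0.0388% ± 0.0031 (SD, n = 3) in siCtrl and 0.0496% ± 0.0071 in siINTS11 of U2OS-AsiSI, a difference of 0.0108 percentage points (exact two-sided permutation p 0.1, the smallest possible). Without siINTS11 replicate 2, the library with the fewest counts, the difference was 0.00669. The counts themselves hardly moved: their sum averaged 11938 ± 61 and 11993 ± 30 in those groups and 11890 ± 33 and 11878 ± 52 in siCtrl and siINTS11 of U2OS, while library totals differed 1.84-fold. The share therefore follows the library total and gives no reference. Over the 13 longer mitochondrial genes the variance between libraries was 0.01 to 0.1 of the mean. No gene over 1 kb had more than 0.987 reads per base. Within groups, the slope of log count on log library total had a median of 1.09 for genes under 0.01 reads per base, 0.79 for 1341 genes at 0.1 to 0.3, 0.39 for 111 genes at 0.3 to 0.5 and 0.09 for 56 genes above 0.5. Of the genes tested in U2OS-AsiSI, 1571 (7.7%) averaged over 0.1 reads per base, and counts of such genes rose less than in proportion to depth. The snRNAs (median 0.634 reads per base), histones (0.302) and immediate early genes (0.232) lay in that range.

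**Figure D4:**
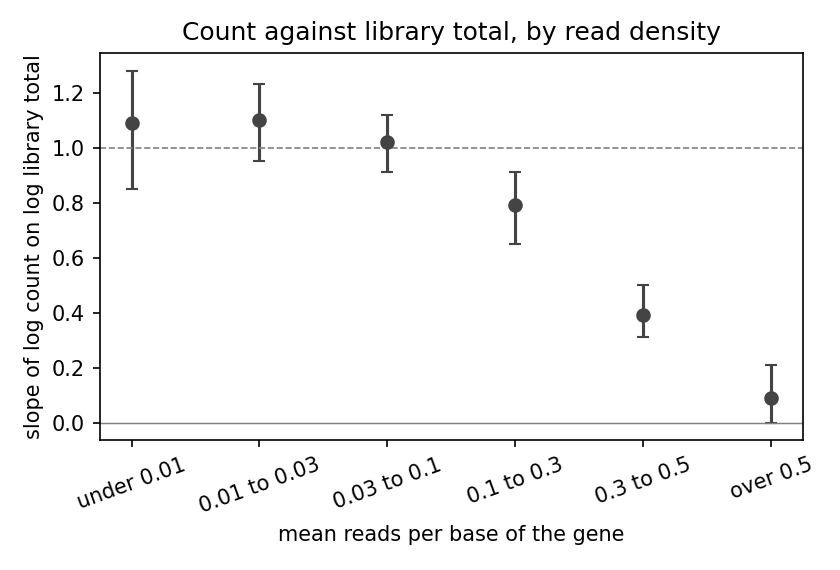
Median slope of log count on log library total within groups (y axis) for genes binned by mean reads per base (x axis), with bars from the 25th to the 75th percentile of genes. A slope of 1 (dashed) means counts in proportion to depth, and medians were 1.09 in the sparsest bin and 0.09 in the densest.

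In U2OS cells without the nuclease, 13846 of 20687 genes (66.9%) passed the threshold after siINTS11, 7140 higher and 6706 lower, and 2661 changed at least 2-fold (1990 higher, 671 lower). Library totals alone gave 10959 higher and 3800 lower (74.3% higher against 51.6%), the median of all genes moving from 0.02 to 0.22. The filter at a mean count of 50 left 1180 changes of 2-fold. Interferon-stimulated genes (median 0.57, camera adjusted p 0.00518, 14 of 17 higher), snRNAs (0.56, adjusted p 0.0141, 6 of 6), the shortest-quarter genes (0.11, adjusted p 0.00156, 2316 of 3503), repair genes (-0.19, adjusted p 0.00062, 4 of 33) and the longest-quarter genes (-0.25, adjusted p 4.73e-14, 893 of 3503) passed. Those 5 calls held under fry and not under an estimated correlation (adjusted p from 0.304 to 0.782), and fry also passed Integrator subunits, immediate early genes and p53 targets (adjusted p 0.014, 0.0308 and 0.0305). The snRNA call was lost with library totals alone (0.76, adjusted p 0.0629) and with a mean count of at least 50 (0.53, adjusted p 0.0525), and under library totals the repair genes turned to 0.01. Histones (0.06, adjusted p 0.236), immediate early genes (0.08, adjusted p 0.157), p53 targets (0.13, adjusted p 0.157), Integrator subunits (-0.06, adjusted p 0.97) and mitochondrial genes (-0.10, adjusted p 0.157) did not pass. Camera called the mitochondrial genes without siCtrl replicate 2 (-0.20, adjusted p 9.24e-05) and the immediate early genes without siCtrl replicate 1 (0.13, adjusted p 0.0496). Adjusted over the list alone, the members past the threshold were 12 of 41 histones, 13 of 24 immediate early genes, 16 of 23 p53 targets, 12 of 17 interferon-stimulated genes, 25 of 33 repair genes, 10 of 14 Integrator subunits, 6 of 6 snRNAs, 2935 of the longest and 1754 of the shortest genes, and 0 mitochondrial genes. The longest-minus-shortest difference went from 2.98 ± 0.074 to 2.61 ± 0.06 (SD, n = 3), by -0.37 (exact two-sided permutation p 0.1, the smallest possible).

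The lines were then set against each other. Over 20121 genes tested in both, which share no libraries, the siINTS11 log2 fold changes had Pearson's r 0.92 and Spearman's rho 0.91 across genes, and 86.9% had the same sign. Of 11417 genes past the threshold in both lines, 11357 (99.5%) moved the same way and 60 the opposite way. A test of the difference itself called 832 of 21521 genes (3.9%), 164 with a higher value in U2OS-AsiSI and 668 with a lower one, 20 of them with a difference of at least 2-fold. This split depended on the scaling, the filter and the libraries included. Median-of-ratios size factors gave 177 higher and 270 lower, library totals alone 170 and 415, and a filter at a mean count of 50 gave 441 and 217. Without siCtrl replicate 3 of U2OS it was 188 and 163. The lists of histones (median difference 0.28, camera adjusted p 7.58e-13, 37 of 41 higher), snRNAs (0.26, adjusted p 0.00435, 6 of 7), mitochondrial genes (0.22, adjusted p 8.28e-08, 27 of 27), immediate early genes (0.17, adjusted p 5.81e-05, 20 of 24), p53 targets (-0.15, adjusted p 0.000322, 7 of 23) and longest-quarter genes (-0.07, adjusted p 0.0164) passed, against a median of -0.05 over all genes. Adjusted over the list alone, 13 histones, 5 immediate early genes, 12 p53 targets and 217 of the longest genes passed, against 1, 2, 9 and 177 over all genes. None of the 6 lists passed under fry (adjusted p from 0.0632 to 0.256) or an estimated correlation (0.442 to 0.643).

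**Figure D5:**
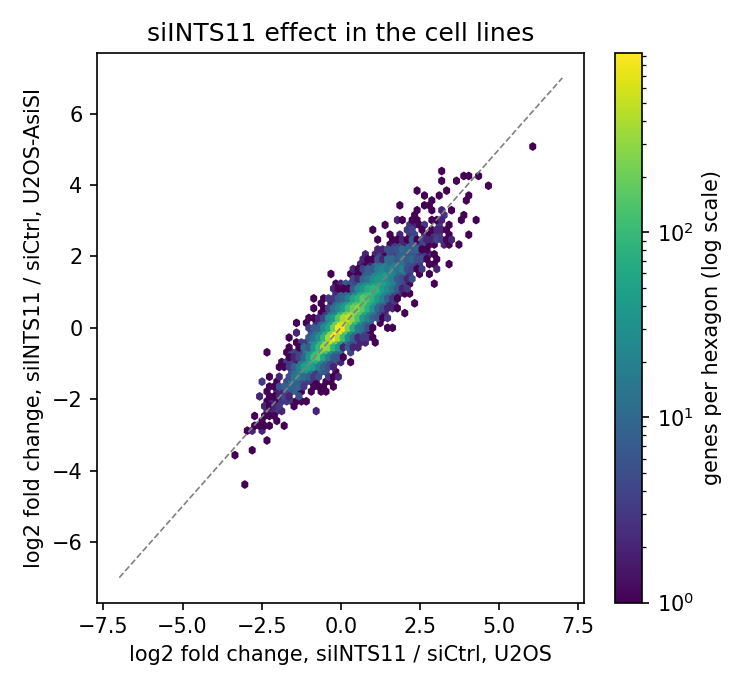
Log2 fold change after siINTS11 in U2OS (x axis) and U2OS-AsiSI (y axis), genes binned into hexagons coloured by their number on a log scale, with the line of equal change dashed. The 20121 genes lie along the line (Pearson's r 0.92).

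Under siCtrl, U2OS-AsiSI cells given OHT were compared with U2OS cells, a contrast in which line, nuclease and OHT differ together. Of 19935 genes, 6962 (34.9%) passed, 3542 higher in U2OS-AsiSI and 3420 lower, and 104 differed at least 2-fold. Library totals alone gave 4921 higher and 2376 lower (67.4% higher against 50.9%). The largest change in these counts came in the 2-fold genes, which numbered 19 under DESeq2 and 17 with a mean count of at least 50. Immediate early genes were higher (median 0.34, camera adjusted p 6.94e-06, 21 of 24), as were p53 targets (0.31, adjusted p 4.72e-08, 21 of 23), and histones were lower (-0.20, adjusted p 1.26e-05, 0 of 39 higher). Adjusted over the list alone, 19, 18 and 12 members of these lists passed. FOS was higher by 0.96 (SE 0.10, edgeR adjusted p 1.48e-08) and SESN1 by 0.25 (SE 0.05, edgeR adjusted p 7.27e-05). Under fry the first 2 lists passed and the histones did not (adjusted p 0.204), and none passed with an estimated correlation (0.504 to 0.64). The snRNAs (-0.06), Integrator subunits (-0.04), interferon-stimulated genes (0.09), repair genes (-0.03) and mitochondrial genes (0.04) did not pass (adjusted p from 0.248 to 0.908), and the signs of the Integrator and repair lists flipped under library totals alone. The shortest-quarter genes were higher (0.18, adjusted p 1.71e-17) and the longest-quarter genes lower (-0.11, adjusted p 2.24e-14), with a rho of -0.48 (SD 0.076). Both calls held under fry (adjusted p 0.025 and 0.0345) and were lost with an estimated correlation (adjusted p 0.504 each). The longest-minus-shortest difference was 2.67 ± 0.076 in U2OS-AsiSI and 2.95 ± 0.075 in U2OS (SD, n = 3, exact two-sided permutation p 0.1, the smallest possible).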

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

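The tests of scaling, count ceiling and matched lists in this part were chosen after the results were seen. The tests of depth for the number of genes and of unequal strength were set out before. So was the test of other label exchanges, but the number drawn was raised to 100 after a smaller first draw had been seen.

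A test of the difference between the lines called 832 genes whose response to siINTS11 was not the same in U2OS-AsiSI given OHT and in U2OS. With the line labels exchanged within each siRNA, 3 of 100 exchanges drawn from 200, the real one included, gave as many genes. The 2 others gave 4259 and 2242 genes, more than the real labels, and the next highest 240. Both kept or reversed the line labels in 1 siRNA and mixed them in the other, as did every other exchange that gave any gene (240, 1, 1 and 1), while those mixed in both siRNAs gave 0. An exchange of that form keeps the difference between the lines in 1 siRNA. Some of that form gave 1 or 0 genes, so whether this explains the 2 large counts stays open. Thinning all libraries to one total left 569 genes, within the 1.5-fold set beforehand. That argues against sampling depth as the whole cause. It does not test depth acting through the count ceiling, since the mitochondrial list still differed by 0.24 after thinning. With only genes under 0.1 reads per base tested, 735 genes differed. One effect of unequal strength does not account for them either: of 830 genes with values in both lines, 568 (68.4%) had one direction, and only 64.3% of those had the larger effect in U2OS-AsiSI. The choice of scaling stays open for a good part of the number. Median-of-ratios size factors gave 447 genes, DESeq2 423, and leaving out single libraries between 288 and 945. The majority turned from lower (668 of 832) to higher (441 of 658) with a mean count of at least 50. It also turned with no count filter (379 higher, 291 lower) and without siCtrl replicate 3 of U2OS (188 higher, 163 lower). Line, nuclease and OHT are confounded in this contrast, so no one of them was tested.

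The mitochondrial list differed between the lines by 0.22 although its counts did not: in unscaled log2 counts the difference was 0.00 (SE 0.017), while effective library depth differed by -0.21 in the same contrast. The count ceiling with unequal depth gives that pattern, and nothing in it asks for a biological difference.

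The histone list differed by 0.28. In unscaled log2 counts the difference was 0.06 (SE 0.032), where a complete ceiling gives 0 and no ceiling -0.21 with equal effects. That lies within 2 SE of a complete ceiling. A complete ceiling is not given for this list, however. Its median density was 0.318 reads per base, and genes at 0.3 to 0.5 had a median slope of 0.39. A partial ceiling with equal effects gives a value between 0 and -0.21, below the value seen. Also against the ceiling, members under 0.1 reads per base on average still differed by 0.14 (camera adjusted p 0.0392). Density averaged over annotated spans of several kb does not show how full the short transcribed part is, so the ceiling stays open. Away from dense members the U2OS histones also rose, to a median of 0.34 (adjusted p 0.0305) from 0.06, which is consistent with the ceiling hiding part of their rise.

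The snRNA list differed by 0.26, which was 0.04 (SE 0.136) in unscaled counts. Over 7 genes the error is too wide to part a complete ceiling from none, so the ceiling cannot be told apart from a difference between the lines. The call was lost after thinning (0.24, adjusted p 0.126) and without siINTS11 replicate 2 of U2OS-AsiSI (0.16, adjusted p 0.0596).

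Immediate early genes differed by 0.17, just outside the middle 95% of random lists matched on span and expression (0.01 to 0.14). Their 7 members under 0.1 reads per base differed by 0.26, outside the matched range of -0.21 to 0.14. A ceiling in dense genes is thus argued against as the whole cause. Span and expression are argued against in the main fit only, and narrowly, because the matched range was drawn from that fit alone. The list median was 0.14 after thinning and 0.12 without siCtrl replicate 1 of U2OS. In the other settings it lay between 0.15 and 0.28. Such settings move other lists as well: with a mean count of at least 50 the shortest genes went from -0.01 to 0.05. The medians of other settings therefore do not test span and expression. Single genes past the threshold numbered 2, 1 of them higher in U2OS-AsiSI. Under siCtrl the list was already higher in U2OS-AsiSI by 0.34. A response to OHT or to breaks that adds to that of siINTS11 is a hypothesis that was not tested, and the list did not pass under fry (adjusted p 0.256).

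The p53 targets differed by -0.15, outside the matched range of -0.06 to 0.08, and the 11 members under 0.1 reads per base by -0.26 against a matched range of -0.16 to 0.03. Both argue against span, expression and the ceiling. With other scalings and filters, a replicate block, or thinning, the median lay between -0.10 and -0.16. Single genes past the threshold numbered 9, all lower in U2OS-AsiSI, SESN1 (-0.41, SE 0.07, edgeR adjusted p 0.000496) and ZMAT3 (-0.26, SE 0.07, adjusted p 0.032) among them. Under siCtrl the list was higher in U2OS-AsiSI by 0.31, SESN1 by 0.25 and ZMAT3 by 0.00. The same siCtrl libraries enter both contrasts with opposite signs, so a high value in 1 goes partly with a low value in the other, and no biological explanation was tested. Fry gave an adjusted p of 0.0632.

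The longest-quarter genes differed by -0.07 while the median gene differed by -0.05. The choice of scaling was tested first with scalings alone, which left -0.04 each. The test was then widened to count filters, and these gave -0.02 with no filter and 0.00 with a mean count of at least 50. The call was lost with median-of-ratios size factors and both filters (adjusted p from 0.0894 to 0.23), and among genes under 0.1 reads per base at a median of -0.06 (adjusted p 0.0633). It held with library totals alone (adjusted p 0.0199), thinning (0.0201) and a replicate block (0.00502), and 5 of the 12 fits that left out a library lost it. The settings disagree, so a difference between the lines and the choice of scaling and filter cannot be told apart.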

How the results depend on the processing

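All alternatives of the U2OS-AsiSI comparison except genes under 0.1 reads per base and thinning were chosen before the data were examined. For the U2OS comparison, the siCtrl comparison and the difference between the lines (below, between lines), all were added afterwards. Of the fits of main results 377 kept their call, 11 were weaker, 4 stronger, 67 moved a count or slope and 8 reversed a sign. For the other results these were 1389, 56, 9, 0 and 28. Values are medians of log2 fold change for lists, rho for the length trend, and numbers of genes otherwise. The direction of the length trend and of the snRNA, histone, immediate early, repair, longest and shortest lists in U2OS-AsiSI held in every alternative run for them. DESeq2 was run for genes only.

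With library totals only, U2OS-AsiSI had 4033 genes lower, INTS11 at 0.06, Integrator subunits at 0.16 and interferon-stimulated genes at 0.40, weaker by call (adjusted p 0.0582). U2OS had 10959 genes higher and 3800 lower, MT-ND5, MT-ND4 and MT-RNR2 each at 0.10, Integrator subunits at 0.14, repair genes at 0.01 and mitochondrial genes at 0.10. Under siCtrl the Integrator subunits stood at 0.02 and repair genes at 0.03. Between lines 415 genes were lower, 12 differed 2-fold, and the shortest genes stood at 0.02. Other than the numbers of genes and the interferon-stimulated genes, these are reversed signs.

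With median-of-ratios size factors the p53 targets of U2OS-AsiSI stood at 0.00, a reversed sign. Between lines 447 genes differed, 270 lower and 9 by 2-fold, and the shortest genes stood at 0.02.

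With no count filter the length trend was -0.32 in U2OS-AsiSI and -0.33 under siCtrl, where 195 genes differed 2-fold. Between lines 379 genes were higher and 291 lower, and the shortest genes stood at 0.06. With a mean count of at least 50, U2OS-AsiSI had 1168 genes changed 2-fold, Integrator subunits at 0.01 (reversed), mitochondrial genes at 0.21 (now called, adjusted p 0.0322) and a length trend of -0.43. U2OS had 1180 genes changed 2-fold and lost the snRNA call (0.53, adjusted p 0.0525), and 17 genes differed 2-fold under siCtrl. Between lines 441 genes were higher, 217 lower and 3 differed 2-fold, and repair genes (0.01) and the shortest genes (0.05) reversed.

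Testing all gene types gave a length trend of -0.31 in U2OS-AsiSI and -0.35 under siCtrl, and between lines the shortest genes turned to 0.01 and were called (adjusted p 0.000215, from 0.0703). DESeq2 gave 19 genes differing 2-fold under siCtrl and, between lines, 423 genes, 250 lower and 0 by 2-fold.

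Camera with estimated correlation lost every list call of U2OS-AsiSI at unchanged medians: snRNAs 0.85, histones 0.37, immediate early genes 0.33, interferon-stimulated genes 0.21, repair genes -0.21, longest genes -0.29 and shortest genes 0.16.

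Among genes under 0.1 reads per base the p53 targets of U2OS-AsiSI stood at -0.09 (adjusted p 0.534), a reversed sign. Thinned to the smallest total, Integrator subunits stood at 0.00 (reversed), interferon-stimulated genes at 0.29 (adjusted p 0.0622, no longer called), and 10 genes differed 2-fold between lines.

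The replicate numbers do not pair the samples: correlations of same-numbered residuals between groups were 0.17, 0.01 and 0.02 in U2OS-AsiSI. With the replicate number as a block, 14172 genes changed in U2OS-AsiSI, and between lines 1281 differed, 1035 of them lower. In U2OS-AsiSI it also lost the calls of MT-ND5, MT-ND4 and MT-RNR2 (adjusted p 0.12, 0.117 and 0.13). Those calls were not specific to the block. They were also lost with median-of-ratios size factors (0.0804, 0.0866 and 0.09) and DESeq2 (0.351, 0.358 and 0.366). The same held without siCtrl replicate 1, siCtrl replicate 2 or siINTS11 replicate 2 of U2OS-AsiSI, and thinning lost MT-ND4 (0.0655). The block changed no other call and moved no other count past 1.5-fold.

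Leaving out each library in turn gave, in U2OS-AsiSI, interferon-stimulated genes 0.23 to 0.34, mitochondrial genes 0.04 to 0.22 and p53 targets -0.03 to 0.05. The mitochondrial genes were called in 3 of these fits. In U2OS histones ran from -0.02 to 0.12. Without siCtrl replicate 2 of U2OS the mitochondrial genes were called (-0.20, adjusted p 9.24e-05), MT-ND5, MT-ND4 and MT-RNR2 among them, and without siCtrl replicate 1 the immediate early genes (0.13, adjusted p 0.0496). Under siCtrl 101 to 162 genes differed 2-fold, with Integrator subunits from -0.04 to 0.00, repair genes -0.05 to 0.00, mitochondrial genes -0.07 to 0.11 and snRNAs -0.14 to 0.01. Between lines 288 to 945 genes differed, 66 to 237 higher, 163 to 709 lower and 7 to 20 by 2-fold, with a length trend from -0.18 to -0.02 and the shortest genes from -0.04 to 0.06, called in 5 of the 12 fits (adjusted p from 0.00461 to 0.0301).

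Spike-in scaling and lists of genes near AsiSI sites in the genome were not run, because neither spike-in counts nor the genome sequence were used here. Pseudocounts do not enter the tests. snRNAs under 0.1 reads per base were too few for a list.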

Other observations

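The tests of lncRNAs, of mitochondrial counts and of the ceiling on the length trends were chosen after the results were seen. The others were set out before.

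The 3 counts of genes in the report that compare 3 libraries with 3 were set against all splits. For U2OS-AsiSI, for U2OS, and for the lines under siCtrl, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes with an adjusted p under 0.05. The real splits gave 13893, 13846 and 6962 genes, and the highest other split 0, 0 and 1. A design of 10 splits cannot reach a share under 0.1.

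The ceiling in the counts has a simple test: independent reads give a variance at least equal to the mean. Over 13 mitochondrial genes the median ratio was 0.03 and no ratio passed 0.1. Counts capped near 1 read per position, as when reads at the same position are counted once, are consistent with this value. A step of the processing is the candidate cause, and no biological explanation was tested.

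The fall of fold change with gene span in U2OS-AsiSI kept its sign with transcript GC content held fixed (partial rho -0.26, all 13948 genes having a GC value), among genes under 0.1 reads per base (-0.35), and with all libraries thinned to one total (-0.38), against a spread of 0.034. Transcript GC content, the ceiling and depth are thus argued against as whole causes. Transcript GC goes with part of the trend: its rho was 0.40 with fold change and -0.38 with span. The counts cover introns too, and GC of the whole spans was not held fixed, so GC content stays open. Reduced processivity over long genes after INTS11 loss may explain part of the trend, as a hypothesis. It is not specific to siINTS11 in these data, because the siCtrl libraries of the lines showed a trend at least as steep by rank (-0.48). That one stayed at -0.44 with GC fixed and -0.45 among genes under 0.1 reads per base, against a spread of 0.076. RNA quality, fragment size and labelling time can act on span too and were not tested. In both siINTS11 comparisons and in the siCtrl comparison the trend follows the groups, so these cannot be parted from it here.

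Long non-coding RNAs rose in U2OS-AsiSI: 4555 had a median log2 fold change of 0.41, with 2433 higher and 762 lower, while 13948 protein-coding genes had -0.05. Lists of protein-coding genes matched on span and siCtrl expression had medians from 0.18 to 0.21 (middle 95% of 1000). Short span and low expression are therefore argued against as the whole cause, although they give about 0.19 of the 0.41. In U2OS the median was 0.38 against a matched range of 0.14 to 0.18. A loss of early termination at weak transcription units is a candidate explanation, which these counts over whole spans did not test.

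Genes at least 2-fold higher were checked for reads running in from upstream. Of 1989 genes, 13.7% had a tested gene on their strand ending within 10 kb upstream, below the 19.9% to 23.2% of matched lists. Run-in from such close neighbours is argued against as the cause for the set, though not for single genes. Genes overlapping from upstream did not count as neighbours. Run-in from those, from farther away or from unannotated transcription was not tested.

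Genes starting within 20 kb downstream of snRNA genes were tested for readthrough, since Integrator cuts the ends of snRNAs. The 7 genes tested had a median of 0.02 in U2OS-AsiSI (camera p 0.88) and -0.02 in U2OS (camera p 0.798). Fry gave p 0.367 and 0.0416, and 3 and 4 of the genes changed singly, 2 and 3 of them higher. With so few genes, and counts only within genes, readthrough next to the snRNAs stays open.

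Genes with the AsiSI sequence in an annotated transcript (186 tested) had a median of -0.05 in U2OS-AsiSI over U2OS under siCtrl, just below the middle 95% of 10000 lists matched on GC, span and expression (-0.04 to 0.03). This is consistent with lower transcription of some cut genes, at the edge of what the test can tell. Sites outside transcripts and actual cutting were not analysed here. Camera gave a p of 0.00943 for the list with the preset correlation and 0.118 with an estimated one. After siINTS11 the 185 of these genes tested had a median of 0.01 in U2OS-AsiSI (camera p 0.917). Singly 129 of them changed, 69 higher, so the list had no shared shift, although most of its genes changed.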
